A study of Homo sapiens with 8 samples. Its data were reported in "Integrative Multi-Omics Analysis of Oncogenic EZH2 Mutants: From Epigenetic Reprogramming to Molecular Signatures" (2023).

How the data were processed

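ATAC-seq, which cuts open chromatin with the Tn5 transposase and sequences the fragments, was performed in HEK293T cells, a human embryonic kidney line in common laboratory use. The 4 stable lines carried EZH2 WT, EZH2 Y641F, EZH2 A677G or EZH2 H689A/F667I, with 2 libraries per line. By the study's methods, lentivirus brought each form into cells whose own EZH2 is not mutated. The WT line is thus a line with added EZH2 WT, and not unmodified cells. Blasticidin selection was meant to give monoclonal populations, so the clone and the EZH2 form cannot be told apart. EZH2 is the methyltransferase of Polycomb repressive complex 2, which methylates lysine 27 of histone H3. The study describes Y641F and A677G as gain-of-function (GOF) mutants and H689A/F667I as a loss-of-function (LOF) mutant. Groups and replicate numbers were taken from the sample titles.

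According to the study's methods, the authors trimmed the reads, aligned them to GRCh38/hg38 with BWA, removed duplicates with Samtools and called peaks with MACS2. The deposited lists hold broad peaks called separately in each library. The fold in these lists is the ratio of pileup to local background that the authors obtained from MACS2. The deposited lists also give a −log10 p and a −log10 q per peak, and a score that was not used here. The lowest −log10 q was just above 1 in each library, so the lists hold peaks past a q-value threshold that adapts to each library. How reads were shifted for the transposase, whether mitochondrial reads were removed and the read depth were not stated for these libraries. Read counts were not analysed here, so the count-based differential test of the study was replaced by overlaps of peaks. Fold, −log10 p and −log10 q are each peak's own value from the authors, and were used only to describe, rank or filter peaks within a list, and to infer a background level as described further on. A closed region is one without a called peak, which does not mean without signal.

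Peaks on chromosomes 1 to 22 and X were used. The peaks on chromosome Y, 12 to 15 per library, were left out. Every peak end lay within the hg38 chromosome lengths. Peaks of the 8 libraries that shared at least 1 bp were merged into regions, and regions open in at least 2 libraries were kept. A lost region was open in both WT libraries and in neither library of a mutant, a retained region was open in both libraries of each, and a gained region was open in both libraries of the mutant and in neither WT library. Mixed pairs, in which 1 WT library was exchanged for 1 mutant library, gave a background for these counts. Promoters were regions within 1 kb of a transcription start site of a protein-coding gene in GENCODE 44. Other regions were assigned to exons, introns or intergenic sequence in that order.

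Peak number and covered length were compared by exact two-sided permutation tests. Overlap of libraries was measured by the Jaccard index in bp and tested over all ways of pairing the 8 libraries, one-sided. Promoter shares were compared by Fisher's exact test, or by the Cochran-Mantel-Haenszel test within 10 strata of WT peak strength. Chromosomes were compared by Fisher's exact test with Benjamini-Hochberg adjustment over 23 chromosomes for each mutant. Regions are not independent replicates, so these tests describe the libraries and not further lines. Shares have 95% Wilson intervals, which cover counting error only. The target genes that the study lists as shared by the GOF mutants were set among 10000 random lists of protein-coding genes matched on WT peak strength, and all were found in the annotation. The study chose this list partly on these libraries, so it is not independent evidence. The genes named by the study's text were listed before the data were examined. The named regions were, by a rule also set before the data were examined, the 10 promoter regions with the highest mean rank of fold enrichment among those open in all WT and LOF libraries and closed in all GOF libraries, and likewise for the reverse.

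A model of unchanged groups gave the counts that peak number and replicate noise alone would produce. Each region had 1 latent strength, each library a threshold set by its number of open regions, and each group a noise level set by the overlap of its 2 libraries. An earlier form, fitted to the total number of regions, could not be fitted to these libraries, and the form used was settled after that. It was run with the observed total of 101836 regions and with 1.5 and 2 times as many. The background pileup of each library was inferred from fold and −log10 p of peaks under 400 bp with a fold of 4 to 6, as the percentile 5 of the implied values. A first version of this inference failed and was replaced before its values were used. In simulated data made from the 64923 peaks of WT replicate 1, 200 of 200 planted Y641F losses were recovered. In 101836 regions simulated from the model itself, with their total known, its counts were within 1.02% of those simulated. This checks the calculation, and not how well the model describes these libraries. In peaks simulated apart from these, ratios of inferred background were within 2.42%.

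The alternatives chosen before the data were examined were a −log10 q of at least 5, the same number of peaks per library (26350, the number in the smallest list, by −log10 p), a peak cover of at least 50% of the region, merging of peaks under 1 kb apart, promoters within 3 kb, standardisation over strata of WT fold enrichment, a replicate block and leaving out each library in turn. A common −log10 p of at least 4 and standardisation over strata of WT −log10 p, peak width and peak size (−log10 p times width) were added after the data had been seen, as was the relation of the share lost with chromosome GC, by Pearson's r and Spearman's rho with permutation tests in each of 6 settings. All 4 measures of strength that were tried are reported. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9 and bedtools 2.31.1 were used.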

Results

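Chromatin accessibility was profiled by ATAC-seq in HEK293T lines carrying EZH2 WT, EZH2 Y641F, EZH2 A677G or EZH2 H689A/F667I, with 2 libraries per line. The data were peak lists called by the authors in each library. The read depth is unknown, so the number of peaks is the measure of yield available. On chromosomes 1 to 22 and X, the WT libraries had 64923 and 62514 peaks. The Y641F libraries had 26350 and 36598, the A677G libraries 38016 and 46358, and the H689A/F667I libraries 47840 and 48755. Median peak width ranged from 468 to 527 bp, and the median fold enrichment given by the authors from 3.64 to 3.78.

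The first question was whether the EZH2 mutants had fewer open regions than WT. Mean peak number was 63718.5 ± 1703 (SD, n = 2) in WT, 31474 ± 7246 (SD, n = 2) in Y641F, 42187 ± 5899 (SD, n = 2) in A677G and 48297.5 ± 647 (SD, n = 2) in H689A/F667I. The log2 ratio to WT was -1.02 for Y641F, -0.59 for A677G and -0.40 for H689A/F667I. In each mutant both libraries lay below both WT libraries. An exact permutation test of 2 against 2 libraries cannot go below p = 0.333, which was the value in each of these comparisons. The alternative that moved the ratios most was a −log10 q of at least 5, with which the log2 ratio was -1.44 for Y641F. Peaks covered 41.9 ± 0.874 Mb (SD, n = 2) in WT, 18.8 ± 5.12 Mb (SD, n = 2) in Y641F, 24.7 ± 3.20 Mb (SD, n = 2) in A677G and 30.0 ± 0.475 Mb (SD, n = 2) in H689A/F667I. The log2 ratio of covered length to WT was -1.16, -0.76 and -0.48 for these mutants in that order. Mean peak width was 658 bp in WT, 594 bp in Y641F, 586 bp in A677G and 622 bp in H689A/F667I.

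**Figure D1:**
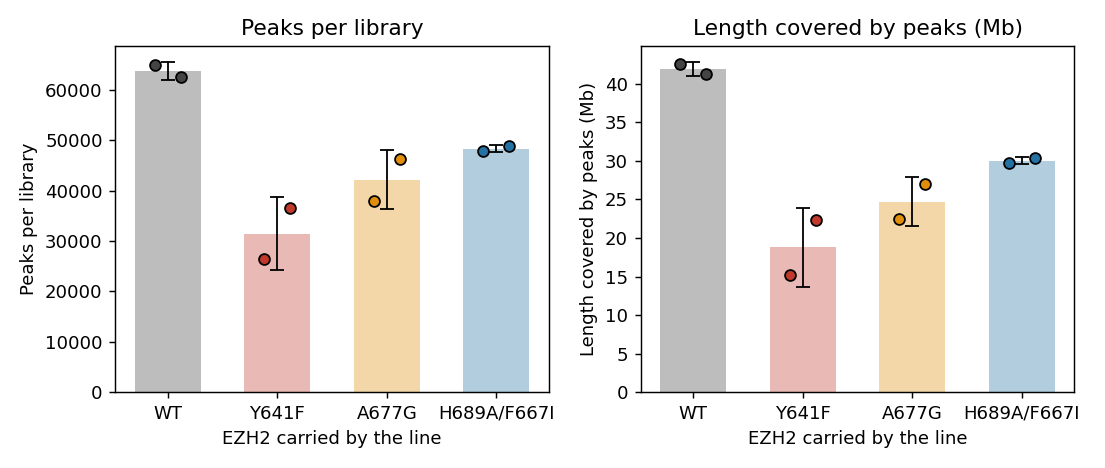
Number of peaks (left) and length covered by peaks in Mb (right) in each library (points), with the group mean (bars) and SD (error bars, n = 2). Both libraries of each mutant sit below both WT libraries, with the lowest at 26350 peaks.

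The study contrasts GOF mutants with WT and the LOF mutant. All 4 GOF libraries had fewer peaks than the 4 WT and LOF libraries. The difference of mean log2 peak number was -0.62, with p = 0.0286 in an exact two-sided permutation test over 70 assignments. For covered length it was -0.74, with p = 0.0286 in the same exact test. This p is the smallest that the test allows, and was 0.0418 for both after Benjamini-Hochberg adjustment over 19 library measures. It rose to 0.0571 in the exact test of peak number when either WT library, Y641F replicate 1 or either LOF library was left out, and in that of covered length when either WT library or Y641F replicate 1 was left out. Libraries of 1 line are not independent lines. At the level of lines only 3 splits into pairs exist, so no p under 0.333 can be reached. The WT libraries were also above the LOF libraries, so the LOF line lay between WT and the GOF lines.

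The next question was whether replicates of a line resembled each other more than libraries of different lines. The mean Jaccard index was 0.508 ± 0.0426 (SD) over the 4 replicate pairs and 0.442 ± 0.0620 (SD) over the 24 other pairs. The difference of 0.0657 was the largest among all ways of pairing the 8 libraries in an exact one-sided permutation test (p = 0.00952). It was 0.0474 when peak numbers were made equal. The Y641F replicates overlapped less (0.449) than the mean of Y641F and A677G libraries (0.454).

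Merging gave 61878 regions open in at least 2 libraries, of which 48615 were open in both WT libraries. Of these, 17151 (35.3%) were lost in Y641F, 10122 (20.8%) in A677G and 6887 (14.2%) in H689A/F667I. Gained regions numbered 265, 394 and 676 in the same order. Mixed pairs gave 312 to 930 regions for Y641F, 646 to 1542 for A677G and 1233 to 1516 for H689A/F667I, so with all peaks losses exceeded this background and gains lay below it. These counts followed the number of peaks. With the same number of peaks per library, lost and gained regions were 2463 and 1543 for Y641F, 1452 and 1273 for A677G, and 1297 and 1164 for H689A/F667I. Mixed pairs then gave 447 to 857, 694 to 791 and 792 to 811 regions, so both losses and gains exceeded them. The model of unchanged groups, in which only peak number and replicate noise act, gave 15807 lost regions for Y641F, 9921 for A677G and 7228 for H689A/F667I with all peaks. Its gained regions were 112.5, 398.5 and 770.8 with all peaks, against 265, 394 and 676 observed, so the gains of Y641F were 2.36 times the model. At equal peak number it gave 1266, 1026 and 999.9 lost and 1188, 934.5 and 972.4 gained regions, all fewer than observed. The counts depended on the total number of regions assumed. With 1.5 times as many regions in the model, the lost regions with all peaks were 14677, 8967 and 6510, and with 2 times as many they were 14499, 8804 and 6381. Gained regions were 72.1, 332 and 708 with 1.5 times as many and 65.6, 318 and 691 with 2 times as many. With a −log10 q of at least 5, the observed losses of 8311, 5408 and 3824 lay below the model with the observed total (9253, 6532 and 4893) and above it with 1.5 times (7971, 5068 and 3578) and 2 times as many regions (7889, 4958 and 3483).

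**Figure D2:**
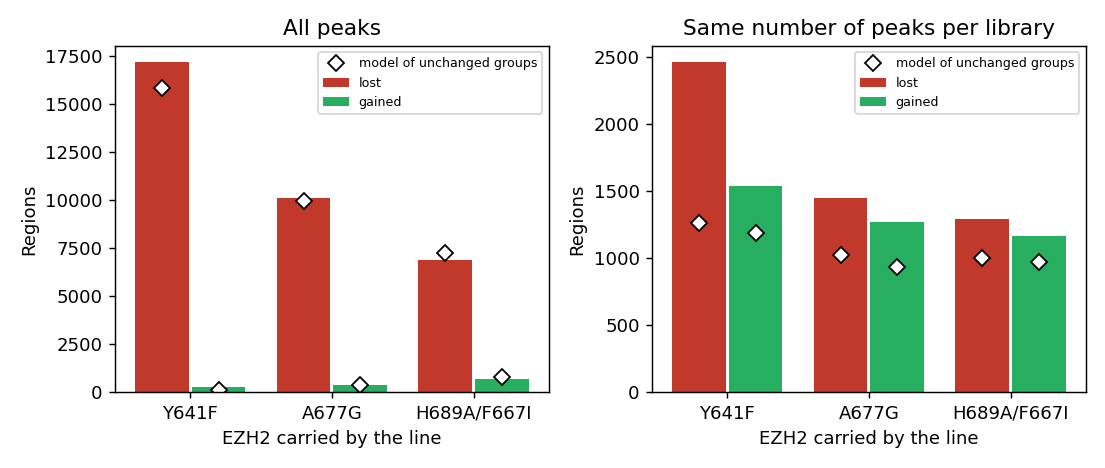
Regions lost and gained in each mutant (bars), counted with all peaks (left) and with the same number of peaks per library (right), and the counts from the model of unchanged groups (diamonds). Lost regions of Y641F fell from 17151 to 2463 when the number of peaks was made equal.

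Both GOF mutants lost 8298 regions in common. These comparisons share the WT libraries, so an overlap arises without any effect. Unchanged groups against the same WT libraries gave 7544, and shuffling within strata of WT fold enrichment gave 4465 ± 41.3 (SD over 1000 shuffles). The observed count was 1.10 times that of the model. The pair of Y641F and H689A/F667I shared 5841 lost regions, 1.02 times the model, and A677G and H689A/F667I shared 4743, 1.07 times the model. At equal peak number these ratios were 3.54, 2.99 and 2.27, so the pairs with the LOF mutant exceeded the model too. The order of the pairs depended on the background. Against shuffling within strata of WT fold enrichment the ratios in the same order of pairs were 1.86, 1.89 and 2.43 with all peaks and 4.68, 4.33 and 5.68 at equal peak number. Within strata of WT peak size they were 1.24, 1.23 and 1.45 with all peaks and 1.68, 1.68 and 2.15 at equal peak number, so A677G with H689A/F667I was highest under both kinds of shuffling.

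Regions open in all 4 libraries of WT and LOF and closed in all 4 GOF libraries numbered 1261, and 3 showed the reverse. The sum of 1264 was the highest among the 35 splits of the 8 libraries into 4 and 4, and the next split had 769. With the same number of peaks per library 160 regions were closed in all GOF libraries and 85 showed the reverse, so the direction was far less one-sided. The sum of 245 was again the highest, and the next split had 169. Of the 1261 regions, 81 (6.42%, 95% Wilson interval 5.20 to 7.91) were promoters, 597 were intronic and 413 were intergenic. The highest ranked promoter region lay near C4orf51 on chromosome 4, from 145679555 to 145679861 (GRCh38). The second was at DRD3 on chromosome 3, from 114178825 to 114179100, and the third at DOCK9 on chromosome 13, from 98977792 to 98978231. The others among the 10 were near CCDC198, PKHD1, CNTN1, DYSF, F2RL2, SLFN12 and ADARB1. At equal peak number 2 of the 10, those of C4orf51 and DRD3, were still open in all 4 WT and LOF libraries and closed in the GOF libraries, and that of F2RL2 was open in none of the 8 libraries. No promoter region was open only in the GOF libraries. The 3 regions open only there were named after their values had been seen, and lay in introns of NEK1, ANXA8 and AKAP7. At equal peak number 0 of these 3 kept the pattern.

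The study asked where regions with altered accessibility lie. Promoters made up 27.8% of the regions open in both WT libraries. They made up 7.43% (95% Wilson interval 7.05 to 7.83) of the regions lost in Y641F and 52.2% (51.5 to 52.9) of those retained. The shares were 4.79% (4.39 to 5.23) and 42.7% (42.1 to 43.3) for A677G, and 4.82% (4.34 to 5.35) and 38.1% (37.6 to 38.7) for H689A/F667I. With a −log10 q of at least 5 promoters made up 36.2% of lost and 74.2% of retained regions in Y641F, 30.1% and 68.5% in A677G, and 29.9% and 64.3% in H689A/F667I. At equal peak number their share of lost regions was 10.7%, 9.50% and 13.5% in the same order. With all peaks the difference was -44.8, -37.9 and -33.3 percentage points, and Fisher's exact test gave p under 2.2e-308 for each, the smallest number that can be held. The difference depended on how WT peak strength was taken into account. It was -47.4 points for Y641F within strata of WT fold enrichment, -31.5 within strata of −log10 p, -18.1 within strata of width and -1.63, no longer past the threshold of 0.05, within strata of peak size, which is −log10 p times width. Within strata of peak size it was -4.11 points for A677G and -5.56 points for H689A/F667I, both still past the threshold in the Cochran-Mantel-Haenszel test. The last 3 measures were chosen after the data had been seen.

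**Figure D3:**
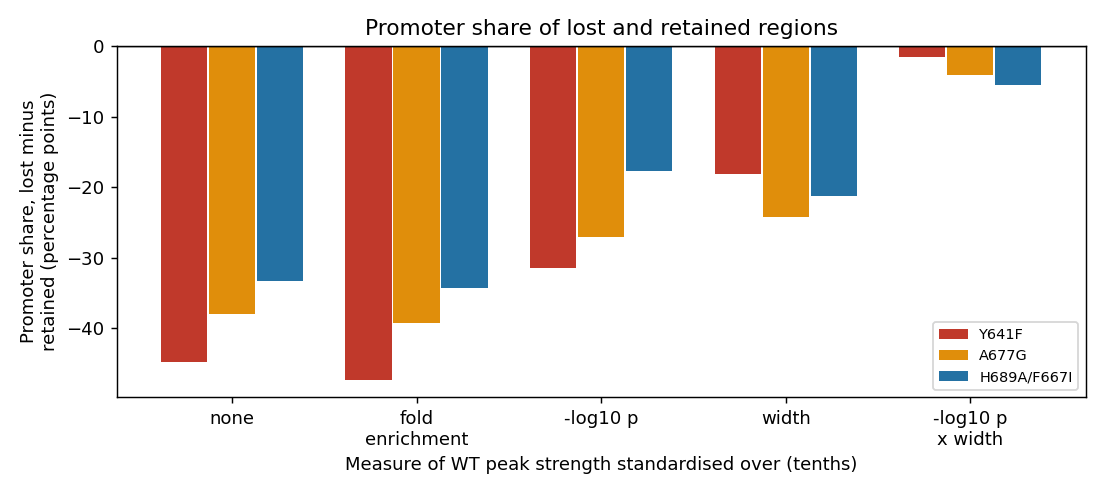
Promoter share of lost minus retained regions in percentage points for each mutant (bars), without standardisation and within strata of each of 4 measures of WT peak strength. For Y641F the difference was -44.8 points without standardisation and -1.63 points within strata of peak size.

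The share of WT regions that was lost differed between chromosomes. The adjusted p was under 0.05 for 5 of 23 chromosomes in Y641F, 9 in A677G and 9 in H689A/F667I. In A677G the share was highest on chromosome 13, at 28.0% (95% Wilson interval 25.8 to 30.4), and lowest on chromosome 19, at 11.8% (10.4 to 13.3). In H689A/F667I the same chromosomes were at the ends, with 19.6% and 7.62%. In Y641F the share was highest on chromosome 20 (40.4%) and lowest on chromosome 6 (32.6%). The study named chromosomes 3, 6, 13 and 18 as carrying clusters of targets. Its targets are genes with higher H3K27me3 and lower accessibility in both GOF mutants. The share given here counts all WT regions lost on a chromosome, so it does not test those clusters. The share lost in Y641F on these chromosomes was 38.5%, 32.6%, 36.8% and 38.0%, against 35.3% over all chromosomes, with the adjusted p under 0.05 on chromosome 3 (higher) and chromosome 6 (lower). In A677G it was 24.4%, 22.3%, 28.0% and 23.3%, against 20.8%, with chromosomes 3 and 13 past the threshold. In H689A/F667I it was 17.1%, 14.5%, 19.6% and 17.2%, against 14.2%, with chromosomes 3, 13 and 18 past it. At equal peak number, 3 chromosomes passed the threshold in Y641F, 1 in A677G and 0 in H689A/F667I, where 1 had an unadjusted p under 0.05. Of the 3 in Y641F, 1 was among the 5 that passed with all peaks, and that in A677G was not among the 9.

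**Figure D4:**
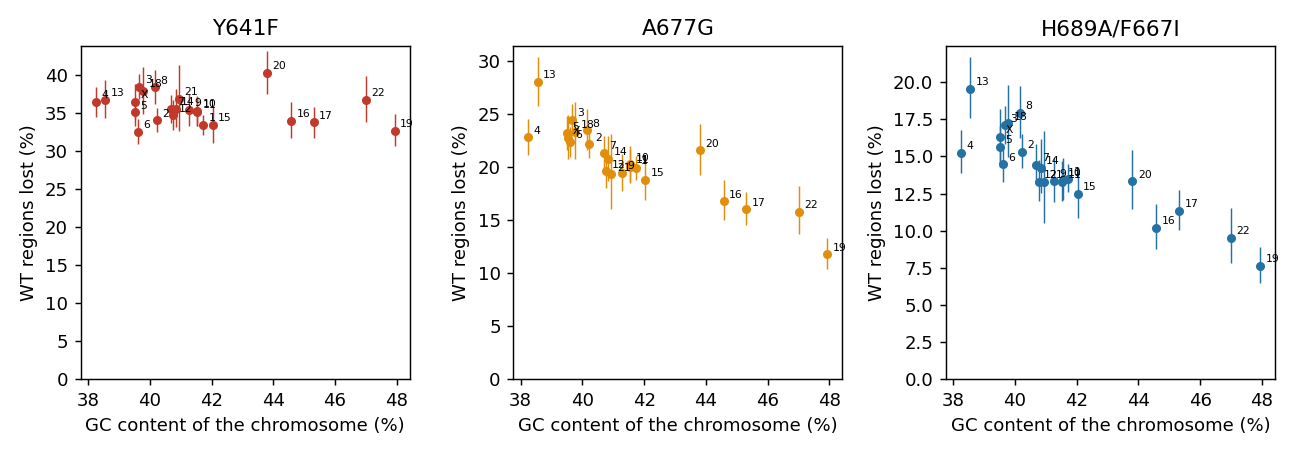
Share of WT regions lost on each chromosome (points, percent, with 95% Wilson intervals) against the GC content of the chromosome (percent) in each mutant. The share fell from 28.0% on chromosome 13 to 11.8% on chromosome 19 in A677G.

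Of the genes that the study lists as targets shared by the GOF mutants, chosen partly on these libraries, the promoter was open in 100% in both WT libraries. The share was 90.7% and 98.1% in the Y641F libraries, 99.1% and 99.1% in A677G, and 100% and 99.1% in H689A/F667I. FGFBP1 and JPH3 were closed in both Y641F libraries. Among 10000 matched random lists the median number closed in both Y641F libraries was 6 (2 to 11 in the central 95%). In all 4 GOF libraries 0 of the listed genes were closed, which allows a share of up to 2.78%. Among 19617 protein-coding genes 229 had a promoter that was open in both WT libraries and closed in all 4 GOF libraries. With a −log10 q of at least 5, 16.7% of the listed genes were closed in all 4, and at equal peak number 0.926%. These shares were not set among random lists, so they cannot be told apart from a general loss of promoter peaks. Of the 23 genes named before the data were examined, of which MALAT1 is a long non-coding RNA gene, 22 had an open promoter in all 8 libraries. EGFR (chromosome 7, 55019017 to 55211628, GRCh38) was closed in Y641F replicate 1. EZH2 (chromosome 7, 148807257 to 148884321) had 1 promoter peak in each library. A called peak does not show whether the signal under it was lower.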

Values the study reported

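The study reported 5269 genes for EZH2 Y641F and 1395 genes for EZH2 A677G with both higher H3K27me3 and lower accessibility. It counted 1299 putative targets shared by the GOF mutants, and 108 shared targets once lower transcript levels were required too.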

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

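The comparison of chromosome shares, the count of regroupings, the tests of GC content in each setting, the stratification by WT peak size and the count of chromosomes that passed with and without it were all chosen after the data had been seen. Each chromosome is given because both libraries of 1 mutant lay above both WT libraries and both libraries of another lay below them. The differences themselves were not tested.

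The share of peaks on chromosome 6 was higher than in WT in Y641F and lower in A677G, and the mutants differed by 0.869 percentage points. For chromosome 2 the same mutants differed by 0.390 points. For chromosome 13, Y641F was higher, A677G and H689A/F667I were lower, and the difference was 0.446 points. For chromosome 22, A677G and H689A/F667I were higher, Y641F was lower, and the difference was 0.378 points. The same pattern in at least 4 of 23 chromosomes arose in 49 of 420 ways of assigning the libraries to pairs with 1 pair as WT (11.7%), so this number of chromosomes is within what regrouping gives. No library stood apart from the other 3 of its side in the 14 comparisons of library measures.

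With all peaks, in A677G and H689A/F667I the share of regions lost on a chromosome followed its GC content. Pearson's r was -0.889 in A677G and -0.887 in H689A/F667I over 23 chromosomes, and Spearman's rho was -0.875 and -0.874. The permutation p was 1e-05 for each, the smallest that 100000 shuffles can give (3e-05 for r and 4.5e-05 for rho after Benjamini-Hochberg adjustment over the 18 relations, which are 3 mutants in 6 settings). Without chromosomes 19 and 22, r was -0.813 and -0.807. In Y641F r was -0.245 (permutation p = 0.26) and rho was -0.327 (permutation p = 0.129), so a relation was not detected with all peaks. Other settings gave a relation of the opposite sign in Y641F, with r of 0.695 (permutation p = 0.0005, adjusted 0.000818) at equal peak number, 0.692 (permutation p = 0.00026, adjusted 0.000585) with a −log10 q of at least 5, 0.690 (permutation p = 0.00044, adjusted 0.00081) among promoter regions and 0.776 (permutation p = 3e-05, adjusted 7.71e-05) within strata of peak size. In these settings rho was 0.553, 0.606, 0.565 and 0.577, and r without chromosomes 19 and 22 was 0.476, 0.630, 0.428 and 0.558. Among regions other than promoters r was 0.374 (permutation p = 0.083). In A677G r was -0.522 (permutation p = 0.0107, adjusted 0.016) at equal peak number and -0.347 (permutation p = 0.105, adjusted 0.126) with a −log10 q of at least 5. In H689A/F667I it was -0.414 (permutation p = 0.048, adjusted 0.0665) and -0.670 (permutation p = 0.00045, adjusted 0.00081) in the same order. Only the adjusted p is set against the threshold of 0.05. Among promoter regions no relation was detected in A677G (r = 0.330, permutation p = 0.122) or H689A/F667I (r = 0.0170, permutation p = 0.938). Among other regions r was -0.840 in A677G and -0.844 in H689A/F667I. Within strata of peak size it was -0.852 and -0.841 in the same order. The permutation p was 1e-05 for each of these values (adjusted 3e-05). As the relation depended on the setting in each mutant, GC content cannot be told apart from other sources. Whether the mutants differ in it was not tested. Strata of peak size do not remove differences of size within a stratum. With that limit, the size of the WT peaks was argued against as the whole source for some chromosomes. They passed the threshold in the same direction with and without strata of peak size. These were 3 of 5 in Y641F, 5 of 9 in A677G and 7 of 9 in H689A/F667I. For the others, 2 in Y641F, 4 in A677G and 2 in H689A/F667I, peak size cannot be told apart from other sources, because a chromosome that no longer passes may have lost only the evidence for a difference. Within the strata 5 chromosomes in Y641F and 1 in A677G passed that had not passed before. Chromosome 19 in Y641F went from a share lost of 32.7%, below the 35.3% over all chromosomes, to 1.15 times the count from its strata. Chromosome 17 went from 33.8%, also below, to 1.07 times, and chromosome 13 from 36.8%, above, to 0.934 times. These chromosomes passed the threshold only within the strata, and their direction depended on this choice. GC content goes with gene and promoter density along chromosomes, and these densities were not separated from it. Promoter and other regions were tested apart, with r of -0.840 in A677G and -0.844 in H689A/F667I among other regions. The promoter share of the regions on a chromosome was therefore not the whole source there, though no relation was detected among promoter regions. A change in copy number was not tested.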

How the results depend on the processing

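The common −log10 p, the strata of −log10 p, width and peak size, and the relation with chromosome GC in each setting were chosen after the data had been seen. Apart from single libraries left out, 81 of 129 alternative values kept their direction and side of the threshold, or moved by less than the replicate spread or less than 1.5 times for counts, 36 moved further, 5 no longer passed the threshold and 7 reversed. All that reversed concern the relation of the share lost with chromosome GC, given last. Apart from single libraries left out, the overlap of replicates kept its direction and side of the threshold in each alternative tested. With 1 library left out its difference ranged from 0.0445 to 0.0898 and was not tested.

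Counting peaks with a −log10 q of at least 5 changed the log2 ratio of peak number to -1.44 for Y641F, -0.89 for A677G and -0.63 for H689A/F667I, and that of covered length to -1.65, -1.07 and -0.75. Lost regions became 8311, 5408 and 3824, and gained regions 28, 57 and 143. Regions lost in both GOF mutants became 4577, and those exclusive to 1 side of the GOF split 543. The share of the study's shared targets closed in all 4 GOF libraries rose from 0% to 16.7%, because weaker promoter peaks are then not counted. Chromosomes past the threshold became 11 in Y641F, 1 in A677G and 1 in H689A/F667I.

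Equal peak numbers changed the log2 ratio of covered length to -0.47 for Y641F, -0.36 for A677G and -0.24 for H689A/F667I. Lost regions became 2463, 1452 and 1297, and gained regions 1543, 1273 and 1164. Regions lost in both GOF mutants became 887, and exclusive regions 245. Chromosomes past the threshold became 3 in Y641F, 1 in A677G and 0 in H689A/F667I, where 1 had an unadjusted p under 0.05. This alternative sets the number of peaks and thereby drops the weaker peaks of the larger lists, so most of the lost regions depended on those peaks. Among promoter regions alone, 6 chromosomes passed in Y641F (2 higher and 4 lower, 1 of them among the 5 with all regions), 0 in A677G and 0 in H689A/F667I, with fewer regions tested. In the A677G comparison 2 and in that of H689A/F667I 0 had an unadjusted p under 0.05. A common −log10 p of at least 4 changed the log2 ratio of peak number for H689A/F667I to -0.36. Strata of WT peak size changed the promoter difference of Y641F to -1.63 points, no longer past the threshold, and the chromosomes past it in Y641F to 8, of which 3 were among the 5 with no strata. The cause of these changes was not tested.

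With a replicate block, the GOF difference was -0.62 for log2 peak number and -0.74 for log2 covered length, with p = 0.0556 in an exact permutation test over 36 assignments, the smallest that the block allows. The replicate numbers did not pair the libraries, since correlations of replicate deviations between groups were -0.0116 to 0.00946.

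Leaving out 1 library at a time changes the definition of a lost, gained or exclusive region, so those counts move by construction. In each mutant, lost regions fell when a WT library was left out and rose when a library of the mutant was left out. Gained and exclusive regions rose in each case. Across the 4 fits that each left out 1 library, lost regions ranged from 16430 to 26638 in Y641F (highest without Y641F replicate 2), from 8314 to 17072 in A677G (highest without A677G replicate 2) and from 4089 to 11375 in H689A/F667I. Gained regions ranged from 441 to 934, from 785 to 1255 and from 1080 to 1626 in the same order. The promoter difference ranged from -44.1 to -33.0 points in Y641F, from -37.3 to -30.7 in A677G and from -32.1 to -28.9 in H689A/F667I. Over the 8 fits that left out 1 of all libraries, exclusive regions ranged from 1378 to 2805 (highest without A677G replicate 2). The GOF difference ranged from -0.74 to -0.47 for log2 peak number and from -0.85 to -0.57 for log2 covered length.

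The relation with chromosome GC depended on the setting. In Y641F r was -0.245 with all peaks, and was positive at 0.695 with equal peak numbers, 0.692 with a −log10 q of at least 5, 0.690 among promoter regions, 0.374 among other regions and 0.776 within strata of peak size. In A677G and H689A/F667I it was 0.330 and 0.0170 among promoter regions and negative in the other settings. The cause was not tested.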

Other observations

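The tests of explanations in this part were chosen after the results had been seen. Among the settings used in them, the same number of peaks per library, a −log10 q of at least 5 and strata of WT fold enrichment were chosen before the data were examined, and the others, the common −log10 p included, were added after the data had been seen.

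Each mutant line, the LOF line included, had fewer peaks than WT. Depth was weighed through the inferred background. It was 99.6% of the WT value in Y641F. This argues against lower depth as the source there only if background follows depth alike in each library, which was not tested. In A677G the inferred background was 91.6% and in H689A/F667I 88.8%. These means lay below both WT libraries, although A677G replicate 2 (1.42) was just above WT replicate 2 (1.41), so for these lines lower depth cannot be told apart from other sources. A threshold that adapts to each library was argued against: with a −log10 p of at least 4 in every library the log2 ratio was still -0.91 for Y641F, -0.55 for A677G and -0.36 for H689A/F667I. Lower signal over background through transposition or library quality remains open for all 3, with log2 ratios of peak number of -1.02, -0.59 and -0.40, because each line has its own libraries and the line and the preparation cannot be told apart. An effect of EZH2 activity remains open as well and was not tested.

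For the regions closed in all GOF libraries and open in the others, 1 of the 35 splits of the 8 libraries, the real one, gave as many. The next splits, with 762 and 740 such regions in that direction (769 and 749 in both directions together), exchanged an A677G for a LOF library, and so followed the order of peak numbers. The observed 1261 regions were 1.30 times the count from unchanged groups. The same model gave too few regions open in all 8 libraries by a like factor (observed 18787, 1.26 times the model), so with all peaks the excess cannot be told apart from misfit of the model. With the same number of peaks per library the observed 160 regions were 3.00 times the model, against 1.21 times for regions open in all 8. With 1.5 and 2 times as many regions in the model, it gave 905.5 and 897 regions with all peaks, and 55.02 and 55.4 at equal peak number. Regions lost in both mutants of a pair missed the model by a like factor there, with ratios of 2.99 and 2.27 for the pairs with the LOF line. With a −log10 q of at least 5 the regions closed in all GOF libraries were 1.08 times the model (1.16 for regions open in all 8), and with a −log10 p of at least 4 they were 1.19 times (1.16 for regions open in all 8). Peak number and replicate noise therefore cannot be told apart from a difference between GOF and other lines, since the model misses other patterns by as much.

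Promoters were less frequent among lost than among retained regions. The study describes depleted regions as predominantly at promoters, but its measure is unlike. It tested read counts and showed normalised genomic distributions, neither of which was computed here. The shares given here therefore do not test that statement. How rare promoters were among lost regions depended on the setting. The promoter share of lost regions was 7.43% in Y641F, 4.79% in A677G and 4.82% in H689A/F667I with all peaks, and 36.2%, 30.1% and 29.9% with a −log10 q of at least 5, where the difference from retained regions was -38.0, -38.4 and -34.4 points. Equal peak numbers, which also drop weak peaks of the larger lists, gave 10.7%, 9.50% and 13.5%. A −log10 p of at least 4 gave 8.98%, 6.05% and 5.93%. In Y641F replicate 1 these settings kept 26350 and 23045 peaks, against 6245 with a −log10 q of at least 5. In the WT libraries equal peak numbers kept 26350 peaks, and a −log10 q of at least 5 kept 23483 and 22746. Dropping weak WT peaks to that extent was therefore argued against as the whole source of the higher share. Both settings dropped fewer peaks of the mutant lists, so they cannot decide whether dropping weak mutant peaks raised the share. A retained region had the larger WT peak in at least 92.7% of pairs of a retained and a lost region in each mutant. A candidate explanation is that promoter peaks are larger and so are lost less easily. For Y641F the difference was -1.63 points within strata of peak size, and the pooled odds ratio of 1.11 pointed the other way, but it stayed at -31.5 and -18.1 points within strata of −log10 p and width. As peak size was the last of 4 measures tried and only it closed the gap, this explanation cannot be told apart from others for Y641F. For A677G and H689A/F667I all 4 measures left a difference, with -4.11 and -5.56 points within strata of peak size. The 10 strata do not remove differences of size within a stratum, which may leave such a remainder. Size as the whole source therefore cannot be told apart from other sources there either.

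Peaks of all 6 mutant libraries were richer in GC than those of both WT libraries. With the same number of peaks per library the median away from promoters was higher by 1.09 percentage points in the mutants, with p = 0.0357 in an exact permutation test of 6 against 2 libraries, the smallest it allows. After Benjamini-Hochberg adjustment over the 19 library measures compared in this way p was 0.0522, which does not pass the threshold of 0.05, while the medians of 6 of 6 mutant libraries lay above both WT libraries. A higher share of promoter peaks was therefore argued against as the whole source. With all peaks the median was higher by 4.33 points, against 2.36 away from promoters and 1.44 among promoter peaks. With all peaks that share may therefore be part of the source. At equal peak number the difference among promoter peaks was 1.55 points. A GC bias of library preparation may shift promoters and other peaks alike, and cannot be told apart from the line.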
